A study of Macaca fascicularis with 516 samples.

How the data were processed

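RNA sequencing libraries of cynomolgus monkey tissues were compared between animals labelled with type 2 diabetes (T2D) and their controls (Non-T2D), and between animals labelled obese (Obesity) and their controls (Non-Obesity). The labels list 516 samples, of which 515 libraries from 22 animals and 26 tissues were analysed. The optic nerve sample of the Non-Obesity animal YC1 was not analysed here. Animals are named by the identifiers in the labels.

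Per the labels' protocols, libraries were strand-specific and made from poly(A) RNA. The values the authors deposited are estimated counts (expected counts) per gene, one table per library, with 32410 gene IDs in each. Of the values above 0, 90.1% were whole numbers. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the file headers. The tables pair no coordinates with genes, so no positions are given. Of the IDs, 15060 are LOC numbers, and 681 of these were given a symbol by gene ID from a gene table of the assembly T2T-MFA8v1.1, which was used only for names. IAPP is listed under LOC102137725 and was found this way. Of all IDs, 22567 equal a symbol of that table. Genes that share reads with a near-identical copy could be affected by how the counting divided those reads, which is not stated.

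The estimated counts were rounded to whole numbers, since the design fixed before the data were examined assumed counts. Totals per library, given in megacounts (M), ranged from 10.71 to 31.46 M with a median of 17.29 M. Libraries of one tissue were compared pairwise by chi-square over genes. The closest of 5116 pairs had a chi-square per degree of freedom of 11.97 against a median of 116.85, so no library was treated as a copy of another.

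Each tissue was fitted alone with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr with its minimum count of 10, estimateDisp, and the quasi-likelihood F-test (glmQLFit and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method over the genes tested in a tissue, with a threshold of 0.05. Only the groups of the contrast entered a fit. The obesity fits had 1 covariate, whether the labels list a uterus sample for the animal, because 3 of 4 Non-Obesity and 3 of 8 Obesity animals have one and the labels give no sex. The covariate was left out for the uterus. The T2D fits had no covariate. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. The difference between the contrasts was tested as a linear contrast in a fit of all 4 groups with the uterus covariate. The labels list a uterus sample for 0 T2D and 0 Non-T2D animals, so any females among them were coded with the males in this fit. Counts between each pair of groups came from a fit of all 4 groups with a sex marker as covariate in its place. A group of 5 gene sets written beforehand was tested with limma 3.58.1 camera at an inter-gene correlation of 0.01, in sets with at least 10 tested genes, with adjustment over all set-by-tissue tests of a contrast. Values printed per gene are CPM, the deposited counts of a library scaled to a common total with TMM factors, given as mean ± SD over animals.

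Genes are named by a rule fixed before the data were examined. It takes a list of gene and tissue pairs, the 5 genes called in the same direction in the most tissues of each contrast, and, in liver, pancreas, both fats and biceps femoris, the gene with the smallest p-value in each direction whose groups do not overlap. Genes without a symbol were passed over, and 1 gene that the rule selects is not reported here. Each library was also matched to the tissue whose mean log2 CPM profile, taken over the other animals, it correlated with best across the 2000 most variable genes.

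The fits were tested on simulated data drawn from the means, library sizes and dispersions of subcutaneous fat, with 200 changed genes. The quasi-likelihood fit recovered 70% of the changed genes among 15727 genes in the T2D design, with 6 false calls, and 80% among 15648 genes in the obesity design, with 6 false calls. With no changed gene it made 0 calls in both designs. DESeq2 1.42.0 recovered 83.5% and 87.5%, with 47 and 35 false calls, and made 28 and 4 calls where nothing was changed. The simulated changes were large, with a median fitted log2 fold change of 2.04 (T2D) and 2.06 (obesity) for raised genes. Genes called in the real T2D data had a median absolute log2 fold change from 0.68 (thalamus) to 1.36 (visceral fat). Recovery of such smaller changes was not simulated.

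Alternatives were DESeq2, RLE size factors, no count filter, all 4 groups in one fit, leaving out each animal in turn, the animal number as a block (T2D), no uterus covariate, and no animals whose identifiers begin with PD (obesity). The pairing for the block comes from the number in the animal identifier, such as AC1 with DM1. These are different animals. A fit with a sex marker as covariate and a test relative to the animal's other tissues were added after seeing the data. Counting error is only part of the spread between animals, and the number of animals per group limits the precision.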

Results

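The transcriptome was measured in 515 libraries from 22 cynomolgus monkeys. There were 4 Non-T2D animals with 92 libraries, 6 T2D animals with 140 libraries, 4 Non-Obesity animals with 94 libraries and 8 Obesity animals with 189 libraries. The T2D contrast could be made in 24 tissues and the obesity contrast in 25 tissues, with 23 tissues in common. The median library total was 17.08 M counts in Non-T2D, 17.42 M in T2D, 16.23 M in Non-Obesity and 18.12 M in Obesity. Averaged per animal, totals were 17.65 ± 1.09 M in T2D (SD, n = 6) and 17.22 ± 1.01 M in Non-T2D (n = 4), which did not differ (two-sided exact permutation p = 0.514 over 210 splits). They were 18.46 ± 1.45 M in Obesity (SD, n = 8) and 16.37 ± 0.43 M in Non-Obesity (n = 4), a difference larger than the spread between animals (two-sided exact permutation p = 0.0222). The labels give no sequencing batch.

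The tissue labels were examined by matching each library to the tissue profiles of the other animals. The labelled tissue was the best match for 485 of 515 libraries (94.2%, exact 95% interval 91.8 to 96, which covers counting error only). The other libraries mostly matched a related tissue. Among the 11 brown adipose libraries, 6 matched subcutaneous fat best and 1 matched biceps femoris. Of the 3 Non-Obesity brown adipose libraries, that of OW2 matched subcutaneous fat and that of YC1 matched biceps femoris. Among esophagus libraries, 4 matched biceps femoris, and 1 visceral fat library, from the Non-Obesity animal OW2, matched left atrium.

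The first comparison asked which genes differ between T2D and Non-T2D animals in each tissue. Over 24 tissues, 116844 of 374084 tissue-gene tests (31.2%) passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, 60867 higher and 55977 lower in T2D. The alternative that moved this total most, chosen after seeing the data, was a limma test of each tissue relative to the animal's other tissues, with 1279 pairs, 1252 of them in renal medulla. The number per tissue ranged from 0 in bone marrow, where 717 genes had an unadjusted p-value under 0.05 with 3 animals per group, to 9126 in occipital lobe. Renal cortex had 8327 genes, renal medulla 7962, lung 7494, liver 6492, pancreas 3908, biceps femoris 2966, subcutaneous fat 2408, colon 956 and visceral fat 850. In 8299 cases a gene was called in the same direction in at least 5 tissues.

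**Figure D1:**
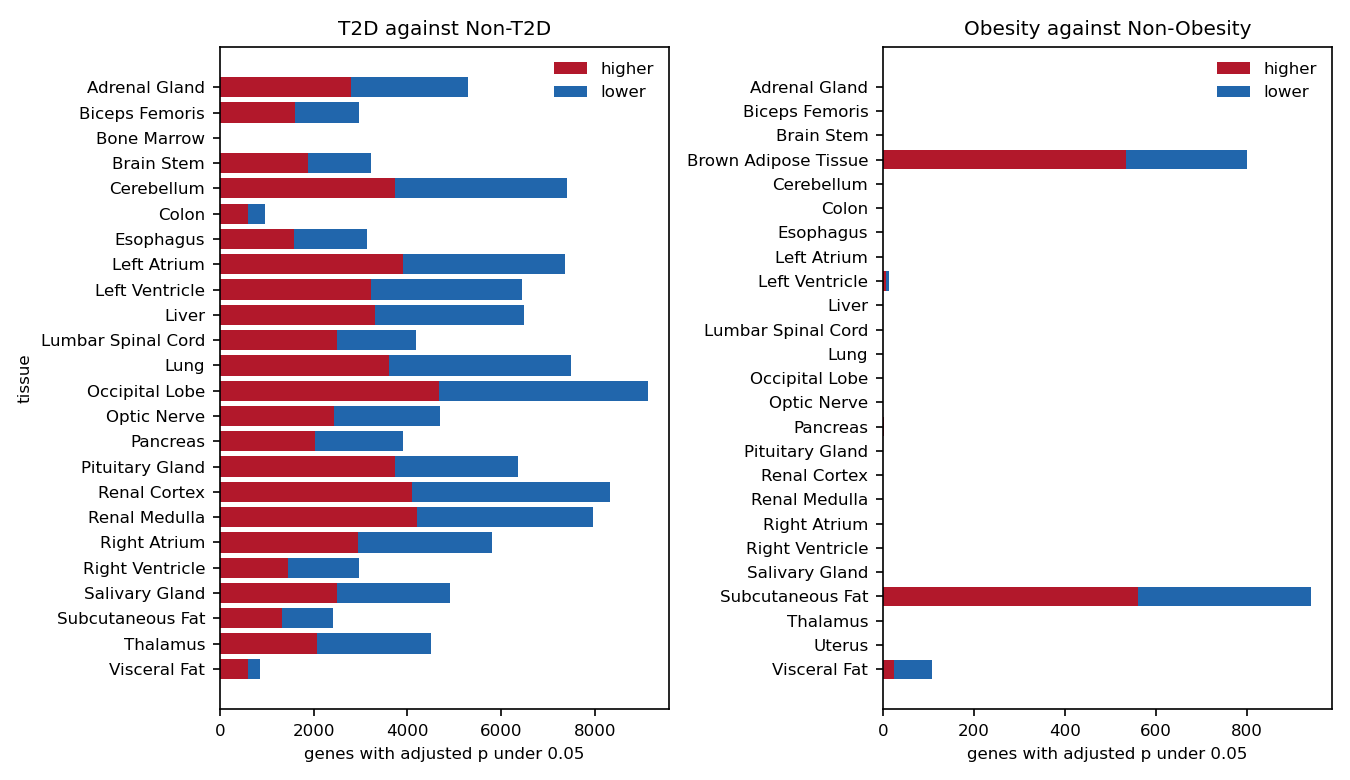
Number of genes with an adjusted p-value under 0.05 (x axis, starting at 0) in each tissue (y axis), higher (red) or lower (blue) in T2D than in Non-T2D (left) and in Obesity than in Non-Obesity (right); the x scales differ between the panels. T2D bars reach 9126 genes in occipital lobe, and the longest obesity bars are 941 genes in subcutaneous fat and 800 in brown adipose tissue.

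In 76 cases a gene was called in the same direction in 23 tissues, the most for any gene. Of these, the 5 with a symbol and the smallest median adjusted p-value were ZNF358, ZNF580, MAP1S, MMP24OS and LMF2, each higher in T2D. Their median log2 fold changes over those tissues were 1.9, 2.79, 2.02, 2 and 1.71, with median adjusted p-values of 0.000812, 0.000961, 0.00105, 0.00108 and 0.0011 (edgeR). The changes in one tissue were shared by the others. Across 11818 genes, which are not independent replicates, the log2 fold changes of a tissue and the mean of the other tissues had a median Spearman correlation of 0.89 (range 0.68 to 0.95). In the obesity contrast this median was 0.39 (0.06 to 0.62). In principal components of the animals' mean profiles, the 4 Non-T2D animals had scores from 36.7 to 65 on the first component, which held 48.3% of the variance. The T2D animals had scores from -31.7 to -15.9, the Non-Obesity animals from -2.6 to 0.7 and the Obesity animals from -20.4 to 8.4. On the second component, with 11.2% of the variance, Non-T2D animals had scores from -15.1 to -4 and T2D animals from -27.2 to -8, against 9.4 to 14.8 in Non-Obesity and 7.4 to 13.2 in Obesity. The Non-T2D animals were thus apart from the others on the first component, and both groups of the T2D contrast were apart from both groups of the obesity contrast on the second. Group and any unlabelled batch cannot be told apart in this contrast.

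**Figure D2:**
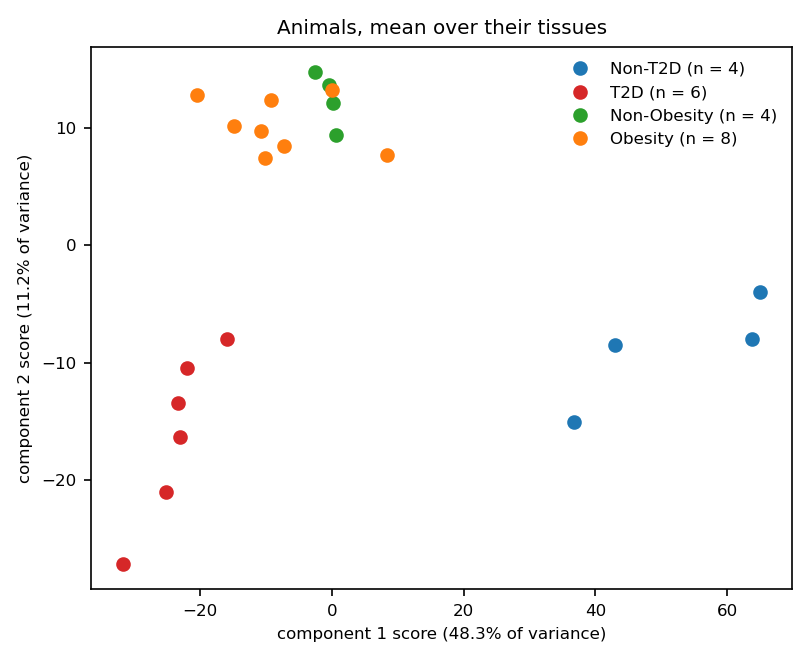
Scores of the 22 animals on components 1 (x axis, 48.3% of variance) and 2 (y axis, 11.2%), in arbitrary units, from log2 CPM averaged over 23 tissues after centring each tissue; each point is 1 animal. The 4 Non-T2D animals lie between 36.7 and 65 on component 1, and the other animals lie between -31.7 and 8.4.

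Within single tissues, the rule takes the gene with the smallest p-value in each direction among genes whose groups do not overlap. In liver, SIPA1 was at 17.5 ± 1.92 CPM in T2D (SD, n = 6) and 3.84 ± 0.628 CPM in Non-T2D (n = 4), with an edgeR adjusted p-value of 8.61e-05, and FGL2 was at 19.6 ± 3 and 60.1 ± 3.33 CPM with the same adjusted p-value. In pancreas, TH had a log2 fold change of 5.08 ± 0.54 (SE; edgeR adjusted p = 0.00184) and SLC2A2 one of -3.52 ± 0.31 (edgeR adjusted p = 0.000545). The 10 genes flanking INS in the file order were all higher in T2D pancreas, by 0.39 to 5.08, and the largest value equals that of TH. Flanking genes were not examined for TH or the other genes of this paragraph, so a shift shared with neighbours is not excluded for them. The gene reported in subcutaneous fat was FGR (log2 fold change 1.74). In visceral fat the genes were ADAMTSL5 (2.8) and MFSD4B (-1.77), and in biceps femoris PPDPF (2.46) and UBE2L3 (-1.59). Their edgeR adjusted p-values ranged from 0.00144 for PPDPF to 0.0166 for ADAMTSL5 and MFSD4B. Over the alternatives, the edgeR or DESeq2 adjusted p-value was under 0.05 in 13 of 15 for ADAMTSL5 and MFSD4B, where it reached 0.319. It was under 0.05 in 13 of 14 for FGR (up to 0.149) and 14 of 15 for TH and SLC2A2 (up to 0.1). SIPA1, FGL2, PPDPF and UBE2L3 passed in 15 of 15. Each of these alternatives still compared T2D with Non-T2D animals, so passing does not separate disease from an unlabelled batch. The limma test relative to the animal's other tissues called 0 genes in biceps femoris, subcutaneous fat and visceral fat. There 811, 1098 and 1063 genes had an unadjusted p-value under 0.05. It called 10 genes in liver and 4 in pancreas, and these counts do not tell whether the named genes are among them.

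The second comparison asked which genes differ between Obesity and Non-Obesity animals. Over 25 tissues, 1864 of 393207 tissue-gene tests (0.5%) passed the threshold in edgeR's test, 1130 higher and 734 lower in Obesity. Brown adipose tissue had 800 genes, with 2 of its 3 control libraries matching another tissue best, subcutaneous fat 941, visceral fat 108, left ventricle 13 and pancreas 2. The other 20 tissues had 0, with between 209 and 3340 genes at an unadjusted p-value under 0.05. DESeq2 moved the total most upwards, to 10896, and leaving out the animals whose identifiers begin with PD moved it to 111. Without the uterus covariate, subcutaneous fat had 2 genes and visceral fat 0 (2401 at an unadjusted p-value under 0.05). No gene was called in 5 tissues. NEK6, CTSS, SLC37A2 and TMEM254 were higher and SCN7A was lower in 3 tissues each (brown adipose tissue, subcutaneous fat and visceral fat), with median log2 fold changes of 1.85, 2.02, 1.84, 1.25 and -2.36.

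Among the genes named by rule, NEK6 in subcutaneous fat was at 42.7 ± 19.9 CPM in Obesity (SD, n = 8) and 13.4 ± 0.832 CPM in Non-Obesity (n = 4; edgeR adjusted p = 0.0102). MTERF2 in the same tissue was at 16.1 ± 5.05 and 34.3 ± 3.09 CPM (edgeR adjusted p = 0.00772). In visceral fat, TMEM254 had a log2 fold change of 1.57 ± 0.16 and PRPH one of -7.22 ± 0.74 (SE; edgeR adjusted p = 0.00333 for both). PRPH was at 202 CPM in the Non-Obesity animal OW2, whose visceral fat library matched left atrium. The other Non-Obesity animals had 3.41 to 9.06 CPM and the Obesity animals at most 1.68 CPM. The size of the PRPH change thus leans on the library of OW2. With 1 animal left out at a time it ranged from -7.54 to -5.76. In pancreas, PCSK1 had a log2 fold change of 2.17 ± 0.28 (SE; edgeR adjusted p = 0.0465). The edgeR or DESeq2 adjusted p-value was under 0.05 in 17 of 18 alternatives for NEK6 and MTERF2, 15 of 18 for TMEM254 and PRPH, and 5 of 17 for PCSK1, where it reached 0.597.

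A list of gene and tissue pairs known from glucose and fat metabolism was fixed before the data were examined. In the T2D contrast, 5 of 12 pairs passed the threshold adjusted over the list and 5 passed it adjusted over all genes. IAPP, which encodes the islet hormone amylin, was at 49.5 ± 41.8 CPM in T2D pancreas (SD, n = 6) and 387 ± 230 CPM in Non-T2D (n = 4), a log2 fold change of -2.97 ± 0.53 (SE; edgeR adjusted p = 0.0058). Over 15 alternatives it was under 0.05 in 14. GCG had a log2 fold change of -1.55 ± 0.51 (edgeR adjusted p = 0.0392), and passed in 7 of 15 alternatives, with an adjusted p-value of up to 0.142. The 10 genes flanking GCG in the file order changed by -0.9 on average. INS, at -1.05 ± 0.5, did not pass (edgeR adjusted p = 0.129). IAPP, GCG and INS were thus all lower on average. Whether the sampled pieces held less islet tissue was not tested for T2D, so this is not excluded as a source. In liver, G6PC was higher by 1.72 ± 0.29 (edgeR adjusted p = 0.00087) and PCK1 by 1.93 ± 0.49 (edgeR adjusted p = 0.00842). In renal cortex, SLC5A2 was higher by 1.59 ± 0.26 (edgeR adjusted p = 0.000438), and its 10 flanking genes in the file order were higher by 1.11 on average. SCD, LEP and ADIPOQ in both fats, and PDK4 did not pass.

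In the obesity contrast, 5 of 13 pairs passed adjusted over the list and 2 adjusted over all genes. IAPP was at 352 ± 91.6 CPM in Obesity pancreas (SD, n = 7) and 157 ± 35 CPM in Non-Obesity (n = 4), with a log2 fold change of 1.28 ± 0.17 (SE; edgeR adjusted p = 0.0465 over all genes). Over 17 alternatives the edgeR or DESeq2 adjusted p-value of this change ranged from 9.6e-11 to 0.598 and was under 0.05 in 5. LEP in subcutaneous fat was higher by 2.57 ± 0.55 (edgeR adjusted p = 0.0251), and passed in 11 of 18 alternatives, with an adjusted p-value of up to 0.137. INS in pancreas, higher by 1.29 ± 0.27, and LEP in visceral fat, higher by 1.63 ± 0.34, passed over the list (edgeR adjusted p = 0.00148 for each) and not over all genes (0.133 and 0.0534). UCP1 in brown adipose tissue passed over the list (edgeR adjusted p = 0.0429) and not over all genes (0.121), and 1 Obesity animal had 353 CPM while the others had at most 7.45 CPM. UCP1 is a marker of brown fat, and the 3 Non-Obesity libraries labelled brown adipose tissue had between 0.0659 and 0.559 CPM, so the marker was low in all but 1 of the libraries with this label. GCG, with a log2 fold change of 0.16 ± 0.67, and the liver, muscle, kidney and ADIPOQ pairs did not pass.

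**Figure D3:**
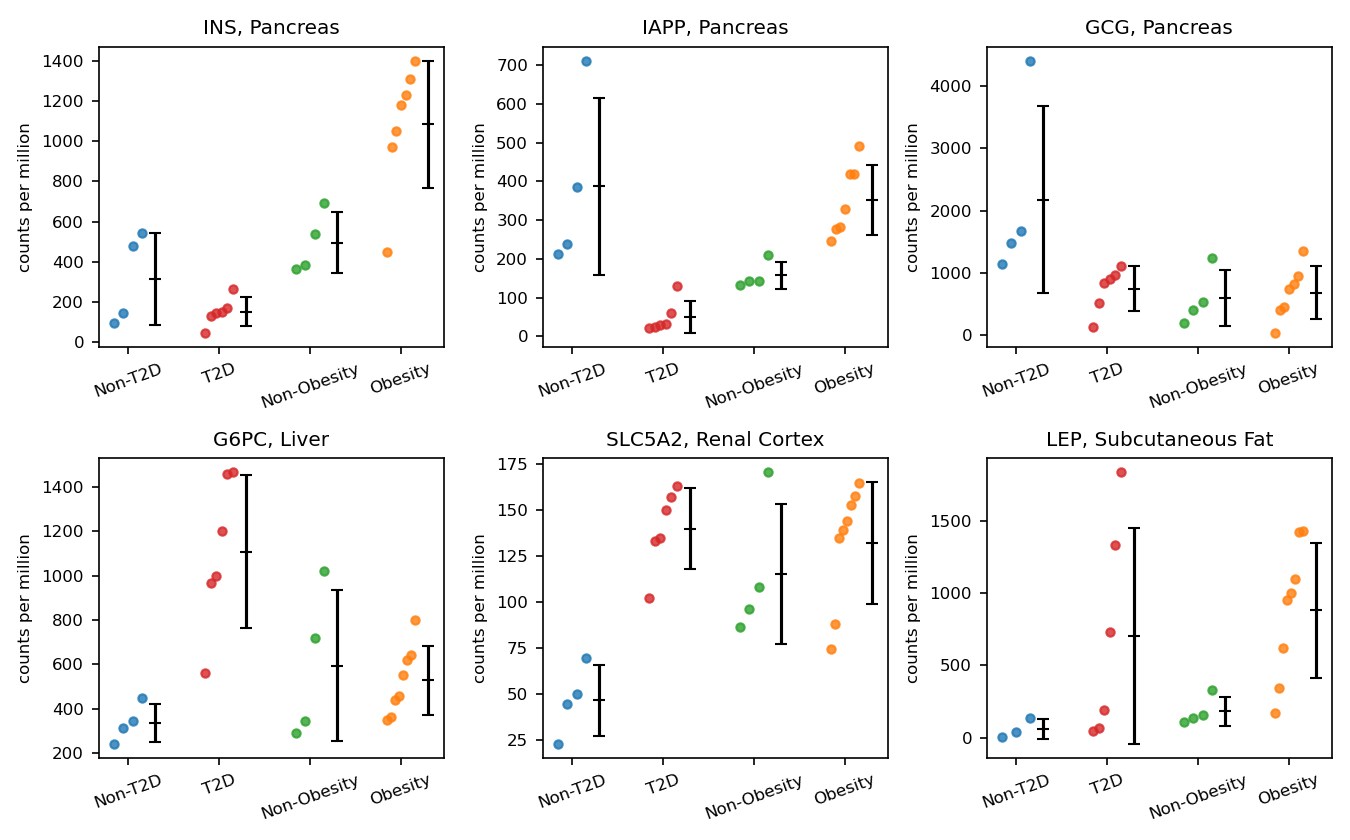
CPM (y axis, linear; scales differ between panels) of 6 pairs of the fixed list in the 4 groups (x axis); each point is 1 animal, and the black bar is the mean with 1 SD on each side. IAPP is at 49.5 CPM on average in T2D pancreas and 387 CPM in Non-T2D, and SLC5A2 is at 46.6 CPM in Non-T2D renal cortex and between 115 and 140 CPM on average in the other groups.

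The contrasts were then set against each other in the 23 common tissues. Of the pairs called in the obesity contrast there, 158 were also called in the same direction in the T2D contrast and 27 in the opposite direction, out of 1064. DESeq2 gave 2661 and 943. Across genes within a tissue, which are not independent replicates, the log2 fold changes of the contrasts had a median Pearson correlation of 0.22 (range -0.4 to 0.57). The difference between the contrasts, tested in one fit of all 4 groups, passed the threshold for 42921 tissue-gene pairs in 22 of 23 tissues. In the fixed list it passed for IAPP (difference -4.26 ± 0.62, SE; edgeR adjusted p = 1.03e-05 over the list), G6PC (1.99 ± 0.43), INS (-2.35 ± 0.63) and SLC5A2 (1.45 ± 0.38). Because the Non-T2D animals were apart from the other controls on both components, this difference carries that separation too. The uterus covariate of this fit does not account for sex in the T2D and Non-T2D animals.

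Gene sets were tested with limma's camera. In the T2D contrast 46 of 120 set-by-tissue tests passed, and in the obesity contrast 56 of 125. Immediate-early genes were called higher in 20 tissues in T2D and in 16 tissues in Obesity, and lower in 0 tissues in either (also 0 at an unadjusted p-value under 0.05). With the inter-gene correlation estimated from the data, 0 tests passed in either contrast, with 1 test in each at an unadjusted p-value under 0.05. That is fewer than chance gives, and this setting was not tested on simulated data, so its count of 0 says little about the sets. The counts over all sets were no larger than those of other groupings. In the tissues with all animals, all 21 splits of the animals, the real one included, gave as many called sets as the real groups in each contrast.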

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

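The flanking-gene tests of INS, G6PC and SLC5A2 were chosen only after the results were seen. The tests of library size were chosen before the totals of those libraries were compared. An animal far from the rest of its group was seen in 4 of the 75 groups of 4 to 8 animals examined for the named genes, where chance gives about 1 in 20, or 3.8.

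UCP1 in brown adipose tissue was at 353 CPM in the Obesity animal PD3 and between 0.116 and 7.45 CPM in the others. The library had 17.4 M counts, inside the range of the others (13.9 to 23.6 M), so its size does not account for it. UCP1 is a marker of brown fat, and it was also low in the 3 Non-Obesity animals (0.0659 to 0.559 CPM). The marker thus goes against the tissue label in the libraries other than that of PD3, and the library of PD3 itself matched subcutaneous fat best. Of the 11 libraries with this label, 6 matched subcutaneous fat best and 1 matched biceps femoris. INS in pancreas was at 449 CPM in the Obesity animal OW1 and between 970 and 1400 CPM in the others, with a library of 22.41 M inside the range of 18.58 to 31.46 M. GCG in pancreas was at 33.9 CPM in the Obesity animal OB2 against 411 to 1350 CPM, and at 132 CPM in the T2D animal DM1 against 515 to 1110 CPM. Both of these libraries were the smallest of their groups, with 18.58 M against at least 22.09 M and 16.02 M against at least 17.36 M. CPM is scaled to the library total, however, and these differences in total are far smaller than those in GCG. INS and IAPP in the same libraries lay inside the range of their groups (970 and 283 CPM in OB2, 146 and 28.6 CPM in DM1), so library size does not account for the low GCG. No biological explanation was tested for single animals, and 4 such animals are about what chance gives.

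The effects of the contrasts differed, by a test of the difference itself, for IAPP (-4.26) and INS (-2.35) in pancreas, G6PC in liver (1.99) and SLC5A2 in renal cortex (1.45). A bias that follows the position of genes would move their neighbours too. In the T2D contrast the 10 flanking genes changed on average by -0.36 for IAPP, 1.57 for INS and 0.35 for G6PC. For INS this is the opposite direction. Flanking genes thus did not share these changes on average. Those of INS ranged from 0.39 to 5.08, so each was higher and the mean leans on the largest. A bias shared with them would act against the change of INS. For SLC5A2 they changed by 1.11 against 1.59 for the gene, so SLC5A2 cannot be told apart from a bias shared with its neighbours. GCG in T2D pancreas, whose contrasts did not differ by this test, had flanking genes at -0.9 against -1.55 for the gene, and the same caution holds for it. Each of these differences also includes any difference between the Non-T2D and Non-Obesity animals, between which 58166 pairs were called over all genes. For the genes themselves, T2D animals had 44.3 to 266 CPM of INS and 21.6 to 130 CPM of IAPP, below every Non-Obesity animal (365 to 691 and 133 to 209 CPM). For G6PC, T2D animals had 562 to 1470 CPM and Non-Obesity animals 292 to 1020 CPM, which overlap. These values were scaled within each contrast and were not tested against each other.

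The difference between the contrasts passed the threshold for 42921 tissue-gene pairs. In the 20 tissues with all T2D and Non-T2D animals, 1 of 21 splits of those animals, the real one, gave as many pairs (34964, with at most 6081 in the others). The number is thus larger than other groupings of these animals gave, but it may come from the separation of the Non-T2D animals. Between these and the Non-Obesity animals 58166 pairs were called. Subtracting each animal's mean over its other tissues left 1279 pairs in the T2D contrast, and was not run for this difference. It removes any shift shared by tissues, whatever the source, so it does not show where the difference comes from.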

How the results depend on the processing

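The sex marker covariate and the test relative to other tissues were chosen after seeing the data. The other alternatives were fixed before. Where a count changed by more than 1.5 times, the cause was not tested unless stated.

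The total of T2D tissue-gene pairs (116844) stayed within 1.5 times under DESeq2 (138719), RLE size factors (116820), no count filter (103032), all 4 groups in one fit (126941) and leaving out each animal (86439 to 114230). The test relative to other tissues gave 1279. Single tissues moved more. With DESeq2, bone marrow went from 0 to 28 genes, colon from 956 to 2775, subcutaneous fat from 2408 to 4072 and visceral fat from 850 to 2524. DESeq2 also made 28 calls in simulated T2D data with no changed gene. With all 4 groups in one fit, biceps femoris had 4695 genes, subcutaneous fat 4321, thalamus 2480 and visceral fat 2108. Without the count filter, colon had 506 and visceral fat 357. With the sex marker covariate, visceral fat had 397.

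Same-numbered T2D and Non-T2D animals are different animals, and their deviations did not go together (mean correlation 0 over 24 tissues). With the animal number as a replicate block, the T2D total was 71949 pairs. Adrenal gland had 1957 genes, biceps femoris 296, colon 5539, left atrium 4340, spinal cord 896, pituitary 4102, right atrium 3764, salivary gland 1992 and thalamus 807. Brain stem, pancreas, right ventricle, subcutaneous fat and visceral fat had 0, with 3729, 3526, 3350, 3240 and 1929 genes at an unadjusted p-value under 0.05. PDK4 in T2D biceps femoris reversed to 0.14. The block recovered 19.5% of changed genes in data simulated for subcutaneous fat, which has 3 Non-T2D animals, against 70% without it.

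Obesity counts moved more. With DESeq2 the total went from 1864 to 10896 pairs and genes in at least 5 tissues from 0 to 26. Adrenal gland had 49 genes, biceps femoris 9, brown adipose tissue 2132, cerebellum 88, colon 25, esophagus 1932, left atrium 114, left ventricle 1479, liver 114, lung 685, occipital lobe 448, optic nerve 14, pancreas 147, pituitary 66, renal cortex 129, right atrium 105, right ventricle 86, salivary gland 181, subcutaneous fat 2112, thalamus 2, uterus 74 and visceral fat 905. Pairs called in both contrasts were 2661 in the same and 943 in the opposite direction. With RLE size factors, pancreas had 9 genes. With all 4 groups in one fit, the fixed list went from 5 to 0 pairs, biceps femoris had 1 gene, lung 611, occipital lobe 697, right ventricle 4, salivary gland 26 and visceral fat 357. In that fit left ventricle and pancreas had 0 (3297 and 807 at an unadjusted p-value under 0.05), and 796 pairs were called in both contrasts in the same and 176 in the opposite direction.

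Without the count filter, 1 obesity gene was called in at least 5 tissues, and biceps femoris had 1 gene, left atrium 20, left ventricle 73, pancreas 42, right atrium 8, right ventricle 6, salivary gland 7 and visceral fat 210. Without the uterus covariate the total was 1117 pairs and the fixed list had 3. Left ventricle had 1 gene, subcutaneous fat 2, and pancreas and visceral fat 0 (822 and 2401 at an unadjusted p-value under 0.05). Pairs called in both contrasts were 3 and 0, and PCK1 in liver reversed to 0.07. Without the PD animals the total was 111 pairs, with 1 gene in adrenal gland, 39 in brown adipose tissue, 1 in cerebellum, 26 in colon and 44 in subcutaneous fat. Left ventricle, pancreas and visceral fat had 0 (2118, 734 and 1361 at an unadjusted p-value under 0.05). There GCG reversed to -0.58, PCK1 to 0.23 and SLC5A2 to -0.09. The gene set counts fell to 0 in both contrasts with the correlation estimated, where 1 test in each had an unadjusted p-value under 0.05, fewer than chance gives. The difference between the contrasts stayed within 1.5 times in the 3 alternatives run for it, RLE size factors (42836 pairs), no count filter (31456) and no uterus covariate (52017). DESeq2 and leaving out animals were not run for it.

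Across the fits that each left out one animal, T2D genes ranged from 3326 to 6227 in adrenal gland, 1440 to 3347 in biceps femoris, 1698 to 3918 in brain stem, 12 to 5359 in colon, 936 to 4319 in esophagus, 2068 to 4368 in spinal cord, 2068 to 5950 in optic nerve, 2201 to 4092 in pancreas, 4206 to 7341 in pituitary, 1245 to 5427 in right ventricle, 3182 to 5744 in salivary gland, 7 to 2452 in subcutaneous fat and 0 to 1272 in visceral fat. The log2 fold change of PDK4 ranged from -0.44 to 0.49. Obesity pairs ranged from 472 to 3008. By tissue they ranged from 0 to 1 in biceps femoris, 177 to 1137 in brown adipose tissue, 0 to 2 in cerebellum, 0 to 105 in colon, 0 to 1 in left atrium, 0 to 2031 in left ventricle, 0 to 3 in liver, 0 to 3 in occipital lobe, 0 to 1 in optic nerve, 0 to 28 in pancreas, 0 to 2 in right atrium, 0 to 7 in right ventricle, 0 to 2 in salivary gland, 117 to 1277 in subcutaneous fat, 0 to 1 in thalamus and 1 to 271 in visceral fat. Obesity log2 fold changes ranged from -0.10 to 0.83 for GCG, -0.68 to 0.79 for PCK1, -0.47 to 0.09 for G6PC, -2.24 to 1.31 for SCD, -0.11 to 0.20 and -0.19 to 0.61 for ADIPOQ in subcutaneous and visceral fat, and -1.04 to 0.90 for PDK4.

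Apart from these fits, 216 values of 40 named gene and tissue pairs were recomputed. Of these 180 kept their direction and side of the threshold, 25 no longer passed, 6 newly passed and 5 reversed. Leaving out a control animal could not be run for optic nerve in the obesity contrast, which has 2. Tissue identity was 94.2% with all genes and 94.4% with Spearman correlation.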

Other observations

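The tests of explanations were chosen after the calls they address were seen, and for gene position and GCG the value of the test itself had been seen too. The splits of the animals were chosen before their results were seen. Splits were drawn at random, 21 at most per result with the real one included, and kept the group sizes (and, for obesity, the number of animals with a uterus sample).

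The T2D calls recurred across tissues. For the total over the 20 tissues with all animals, 1 of 21 splits gave as many pairs as the real 102373, and the most in another split was 88. For genes called in at least 5 tissues, 1 of 21 splits gave as many as the real 7842. Each tissue with calls also had 1 of 21 splits with as many genes. In bone marrow, where the real count is 0 (717 genes at an unadjusted p-value under 0.05), all 10 splits gave as many and the design cannot show less. Of the 21 splits, 4 parted all 4 same-numbered animals, the real one included, and the other 3 of these gave 0 pairs. The remaining splits parted fewer of these pairs. The groups thus differed more than other groupings of these animals did, whatever the source.

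Several explanations of that separation were tested. A shift shared by all tissues of an animal predicts that subtracting the animal's mean over its other tissues removes most calls. This limma test fell from 111339 to 1279 pairs, which is consistent with such a shift in most tissues. Renal medulla was an exception and held 1252 of the 1279 pairs (6490 before the subtraction), and 4 other tissues held the rest. After the subtraction, 105 (bone marrow) to 3085 (renal medulla) of 11818 genes had an unadjusted limma p-value under 0.05. Renal cortex had 2557, left atrium 2066 and liver 1894, so a weaker remainder outside renal medulla is not excluded. A whole-body effect of disease and a batch of the Non-T2D animals would both be removed by the subtraction, so the test does not separate them. A bias that follows the position of genes predicts that neighbours change together. The mean T2D log2 fold change of a gene and of its 10 flanking genes had a Spearman correlation of 0.62 across genes, against at most 0.034 in 100 shuffles and 0.25 in the obesity contrast. This is consistent with a bias tied to a property that neighbours share. GC content is one such property and was not tested. Between the Non-T2D and Non-Obesity animals, both controls, 58166 pairs were called in 23 tissues, against 127417 between T2D and Non-T2D in the same fits, 45269 between T2D and Non-Obesity, and 2376 between Obesity and Non-Obesity. Between Obesity and Non-T2D 112473 pairs were called, and between T2D and Obesity 34341. The Non-T2D animals thus stood apart from each other group. In the same fits, the correlation of genes with their flanking genes was 0.58 to 0.62 in each comparison with Non-T2D. It was 0.21 to 0.35 in the comparisons without Non-T2D. On the mean over tissues, the change shared by neighbours was thus strongest where the Non-T2D animals were compared. Single tissues of the obesity contrast showed it too. With each contrast fitted alone, the correlation per tissue ranged from 0.04 to 0.58 in obesity and from 0.37 to 0.63 in T2D. In obesity it was 0.58 in pituitary, 0.54 in left ventricle and 0.51 in renal cortex. A bias of this kind is thus not excluded for obesity changes in such tissues. The animals of the T2D contrast were also apart from those of the obesity contrast on the second component, so part of the 58166 pairs may be a difference between these cohorts. The 58166 pairs are neither as many as T2D against Non-T2D nor few, so how much of the T2D calls this separation accounts for is left open. A difference in library size was not seen (exact permutation p = 0.514). A difference in sex is not the source, since a sex marker as covariate left 115746 pairs. The marker LOC102139757, chosen from the data, had a median over tissues of 792 CPM or more in 11 animals and at most 0.795 CPM in the other 11, with 2 of 4 Non-T2D and 3 of 6 T2D animals high. The pattern cannot be told apart from a technical difference of the Non-T2D libraries, and a candidate explanation is a difference in handling or library preparation that the labels do not record.

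Immediate-early genes had a median log2 fold change above 0 in 24 of 24 tissues in T2D and in 22 of 25 in Obesity. After subtracting flanking genes the median stayed above 0 in 22 and 20 tissues, and the median over tissues went from 0.71 to 0.6 in T2D and from 0.32 to 0.22 in Obesity. Over tissues, most of the median change thus remained, with a larger share lost in Obesity than in T2D. The share lost varied between tissues. In T2D the median went from 0.54 to 0.15 in esophagus and from 0.75 to 0.79 in liver. A bias that flanking genes carry only in part is not excluded. The number of called gene sets, counted over all sets together, was no larger than in other groupings, with 21 of 21 splits giving as many sets in the T2D contrast and 21 of 21 in the obesity contrast. The direction of the immediate-early set alone was not tested against other splits.

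With edgeR within the contrast, the obesity calls lay mostly in the adipose depots. This did not hold under each alternative, since DESeq2 called 1932 genes in esophagus and 1479 in left ventricle, and the fit of all 4 groups called 611 in lung and 697 in occipital lobe. Over the 17 tissues with all animals, 1 of 21 splits gave as many pairs as the real 1062, with 756 as the most in another split. In brown adipose tissue, subcutaneous fat, visceral fat, left ventricle and pancreas, 1 of 21 splits gave as many genes each. In the tissues with 0 genes every split gave as many (21 of 21, and 10 of 10 in colon and uterus), which the count of 0 fixes in advance. The same holds for genes in at least 5 tissues (21 of 21). Optic nerve, with 2 controls, was not tested this way. Obesity libraries were also larger than Non-Obesity libraries (exact permutation p = 0.0222), and whether this contributed to the calls was not tested. Across tissues the calls did not simply follow this difference. Median totals in Obesity and Non-Obesity were 16.03 and 15.11 M in subcutaneous fat and 18.04 and 16 M in visceral fat. Brown adipose tissue had 16.61 and 14.08 M. Liver (23.92 and 19.16 M) and lung (21.76 and 15.96 M) had 0 called genes. Left ventricle (19.41 and 16.02 M) and pancreas (23.04 and 19.81 M) had calls. A contribution within a tissue stays open. Control libraries of the depots also held a larger share of counts in mitochondrial genes. Medians in Non-Obesity and Obesity were 35.17% and 16.81% in visceral fat, 17.54% and 9.31% in subcutaneous fat, and 13.4% and 9.48% in brown adipose tissue. Adrenal gland, with 0 called genes, had 21.86% and 15.86%. What this reflects was not tested, so a difference in the pieces sampled is not excluded. One candidate explanation of the calls is more macrophage RNA in obese fat. A score of 12 macrophage markers was higher in Obesity by 3.36 (log2) in brown adipose tissue, where 2 of the 3 control libraries matched another tissue best, 2.13 in subcutaneous fat and 2.26 in visceral fat, with two-sided exact permutation p-values of 0.0167, 0.00833 and 0.025. Right atrium, with 0 called genes (unadjusted counts in the 20 such tissues were 209 to 3340), had a score higher by 0.82 with an exact permutation p of 0.0167, as small as in brown adipose tissue. Adjusted over the 25 tissues tested, as the test was first written, the p-values of the depots were 0.139, 0.139 and 0.156 and did not pass. Had each depot reached the smallest p-value its splits allow, the adjusted p-value would have been 0.104, so this test could hardly have passed. Adjusted over the 3 depots alone, an adjustment chosen after seeing the result, each is 0.025. The explanation stays open.

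INS and IAPP had higher mean values in obese pancreas, and the change kept its direction and size. Over 17 alternatives the log2 fold change was 1.13 to 1.42 for INS and 1.14 to 1.44 for IAPP. Whether it passed the threshold was not stable. Over all genes INS did not pass (edgeR adjusted p = 0.133; under 0.05 in 2 of 17 alternatives, from 0.000145 to 0.803), and IAPP passed in 5 of 17 alternatives. With all 4 groups in one fit neither passed. If more islet tissue in the sampled piece were the source, GCG would rise with them. GCG changed by 0.16 ± 0.67 (SE) against 1.29 for INS, and its error is too wide to exclude an equal rise, so this cannot be told apart.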
